A study of Mus musculus with 38 samples. Its data were reported in "Tracking disease progression by searching paths in a temporal network of biological processes" (2017).

How the data were processed

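Total RNA of brown adipose tissue of C57BL/6J mice was labelled with Cy3 by the Quick-Amp method and hybridised to a custom mouse array with 1 colour, per the labels. The 38 arrays lie on 32 slides and were scanned on 12 days. The group, the day or week and the dose of each array were taken from the sample labels. The labels give 1 array per group and labelled time point, so the time points of a group serve as its replicates. Some sample names also carry an R with a digit, which differs between arrays of one time point in places. The labels do not say what it stands for, and it was not used. The study's methods describe repeats of the experiment, so arrays of one time point may come from different repeats. The study's methods count weeks from day 14, so days on diet were set to 14 plus 7 days per week. Day 14 and Week 0 are then the same day, which the study combined. They were kept as 2 time points here, and joined in an alternative.

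The deposited scanner files hold spot values in intensity units from Feature Extraction 10.5.1.1, and the authors' processed signal in them is corrected for background and spatial trend but not scaled between arrays. The deposited table holds log2 values that the authors computed in GeneSpring relative to the LFC array of the same time point, for 40628 probes and 29411 gene names. Its 10 LFC columns are 0 throughout. In 24 of the other columns the values correlated across probes at 0.994 to 1.000 with the scanner files. The 4 columns of Week 15 correlated at -0.0046 to 0.0022 by probe name and at 0.982 to 0.998 when read in the spot order of the arrays. The scanner files were used for the main results, a choice fixed before the data were examined. The table served only as an alternative, as it stands, without Week 15, and with Week 15 in array order. No sample column was left unmapped (0).

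The processed signal was put on the log2 scale and the 75th percentile of each array was subtracted. Values are therefore log2 signal relative to that percentile. For each gene name the probe with the highest mean was kept, and genes well above background on at least 6 of the 38 arrays were tested, 21625 in all. Precision is limited by the number of arrays and by signal over background, which differed between arrays. Probe names were matched to gene names of assembly GRCm38.p6, and 28136 of 40628 probes (69.3%) matched, 24239 of them with the same symbol. Chromosomes are those of the deposited table, and no coordinates were used.

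Comparisons were fitted with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 (with the package data.table, version 1.17.8), two-sided, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. HFC against LFC and the product of diet and day used the 20 LFC and HFC arrays with the time point as a block. The trend over days used the same arrays with the diet in the model and no term for the time point. The dose comparisons used the 30 arrays of weeks 3 to 18, and the trend over dose order the 24 arrays without LFC. Adjusted p values in the report come from limma unless an exact or permutation test is named. The differences among doses were tested with the moderated F test.

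The comparisons, the tests, the gene lists and the rule for named genes were fixed before the data were examined. The rule named the 5 highest and 5 lowest changes among genes that passed and went the same way at all but at most 1 time point. Where fewer than 3 genes passed, it named the 3 smallest p values. For a list that passed, it named the 3 members with the smallest p values, and the text gives a part of these. Some list members that this rule selects are not reported here. The 13 lists cover brown thermogenic genes, lipogenesis, cholesterol synthesis, fatty acid oxidation, macrophages, white adipocytes, skeletal muscle, erythroid cells, lymphocytes, the circadian clock, mitochondrial respiration, the cell cycle, and collagen and matrix. Of the erythroid list 6 of 10 genes were tested, and of the white adipocyte list 13 of 16. All genes of the other lists were tested, and 1 gene is in 2 lists. Lists were tested with camera (preset correlation 0.01) and fry, adjusted over 65 tests. An exact sign-flip test of list means over time points was added after the data were seen, with 100000 permutations of day order for the product of diet and day.

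Counts of 2-fold changes compare single arrays without a test. The liver path genes were those the study's text names, set against 10000 random lists matched on signal. For changes with a floor, signals under the lowest one called well above background on an array were raised to it. The return towards LFC was set against 100 simulations of unchanged dose groups.

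The steps were tested on simulated data with 200 changed genes. Between 70% and 98.5% of these were recovered, all with the right sign, beside 6 to 13 unchanged genes called. The added changes were large, and the noise was independent between genes. The simulated data held no brightness classes, and for the trend over days no time point effects. The recovery therefore does not show how the fits behave where these are present. A list shifted in the simulated data had a camera p of 8.5e-15 and a fry p of 0.00011.

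Alternatives fixed before the data were examined were quantile normalization, normexp background correction (offset 50), the deposited table, no filter on dim probes, a filter for every array, every probe tested, the slide as a random block, array weights, a skeletal muscle covariate, leaving out each time point, no block, the joining of Day 14 and Week 0, other sets of arrays, other scales of time and dose, a 1.5-fold threshold, fry, and an unpaired t-test of all HFC against all LFC arrays. The study's methods name a t-test between replicates of a time point, which was not made here. Alternatives chosen after seeing the data were the brightness class (boundary 600) or log2 brightness as a covariate, quantile normalization with the class, the scan day as a block, time points of one class only, 2 readings of the deposited table, leaving out the HF75 array of Week 3, the time point as a random block (duplicateCorrelation) for the trend over days, and the exact list test. For groupings, labels were exchanged within time points, 32 ways for 6 time points and 100 draws otherwise, and for the trend over days 100 orders of the time points were drawn.

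The study's network of biological processes was not rebuilt, because its process library was not used here. Other tissues of the study were not analysed here.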

Results

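Brown adipose tissue of C57BL/6J mice was profiled on 38 arrays with 1 colour each. The mice received a low fat control diet (LFC), a high fat high sucrose diet (HFC), or the high fat diet with the herbal formulation Kal-1 at a dose of 5, 20 or 75 micrograms (HF5, HF20 and HF75). There were 10 LFC arrays, 10 HFC arrays and 6 arrays for each dose. LFC and HFC were sampled at days 6, 10 and 14 and at weeks 0, 3, 6, 9, 12, 15 and 18, and the doses at weeks 3 to 18. Each group had 1 array per labelled time point, and the replicates of a group are its time points. Day 14 and Week 0 both stand for 14 days on the diet, so LFC and HFC have 2 arrays each at that day, which were kept apart as labelled. Joined as one time point, they left the count of genes in HFC against LFC at 0. The number of arrays therefore limits the precision of every comparison.

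The arrays differed widely in brightness. The 75th percentile of the processed signal ran from 35.1 to 1209 intensity units with a median of 183, and the share of spots well above background ran from 36.6% to 78.8%. A boundary of 600, chosen after the arrays were seen, separated 11 bright arrays (625 to 1209) from 27 dim arrays (35.1 to 430). The bright arrays had 285 to 985 saturated spots and the dim arrays 7 to 148. Of the bright arrays 4 were LFC, 2 HFC, 4 HF20 and 1 HF75, and no HF5 array was bright (Fisher's exact test across the groups, two-sided, p = 0.120). The first principal component held 42.9% of the variance after scaling. Correlations between arrays across genes, which are not independent replicates, ran from 0.709 to 0.982, so no array was a copy of another.

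**Figure D1:**
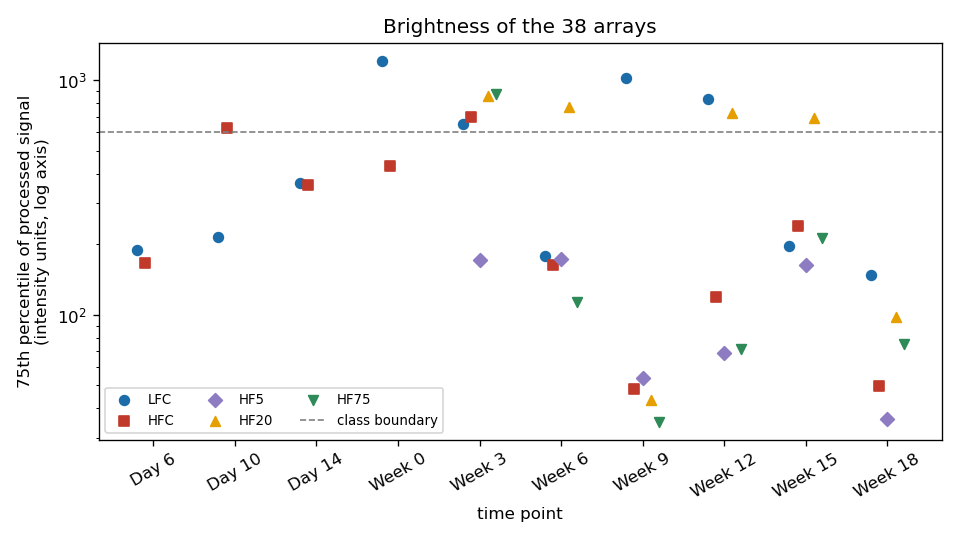
The 75th percentile of the processed signal (intensity units, log axis) of each of the 38 arrays by time point, with a symbol for each group and a dashed line at 600. At weeks 6, 12 and 15 the HF20 array lies above the line while the HFC array lies below it.

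The first comparison asked which genes the high fat diet changed over the whole course. Among 21625 genes tested with limma in the 20 LFC and HFC arrays, 0 passed the adjusted threshold, and the smallest adjusted p was 0.278. At an unadjusted p under 0.05 there were 1474 genes, where chance gives 1081. An unpaired test of the 10 HFC against the 10 LFC arrays, without moderation or block, gave 0 genes after adjustment and 882 before. The alternative that moved the count most was a fit on all 38 arrays, which called 7 genes. Leaving out Day 10 gave 2 genes. The 3 genes with the smallest p values did not pass. Golga7b on chromosome 19 changed by -2.95 log2 (SE 0.42), from -2.63 ± 1.497 in LFC to -5.57 ± 0.98 in HFC (SD, n = 10 each), and was lower at 10 of 10 time points. Nnat on chromosome 2 changed by 1.94 (SE 0.30) and 1700018G05Rik on chromosome X by -3.65 (SE 0.58), each in the same direction at 10 of 10 time points. All of these 3 had an adjusted p of 0.278. With signals raised to the lowest one called well above background on their array, Golga7b changed by -1.83 and 1700018G05Rik by -2.59.

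Restricted to weeks 3 to 18, on the 30 arrays shared with the doses, HFC against LFC gave 2 genes past the threshold, both lower in HFC, and 3008 at an unadjusted p under 0.05. Golga7b changed by -3.46 (SE 0.51, adjusted p 0.0134) and Gm9112 on chromosome X by -3.85 (SE 0.64, adjusted p 0.0399), both lower at 6 of 6 time points. Gm9112 was well above background on 1 of 6 HFC arrays, and with the same floor its change was -2.15. Golga7b was well above background on 6 of 6 LFC arrays and on 0 of 6 HFC arrays. Set against the lowest signal called well above background on each HFC array, it was at least 3.95-fold lower in HFC. The size of its change depended on the background correction, and with normexp and its offset of 50 it was -0.53. The probe of Gm9112 differs at 2 of 60 bases from the probe of 1700011M02Rik. 1700018G05Rik did not pass (-3.81, SE 0.66, adjusted p 0.0520; -2.52 with the floor). The calls rest on single time points: without Week 3, 6, 9 or 12 the count was 0, and without Week 15 it was 1. With the brightness class in the model the count was also 0, and under quantile normalization it was 4. The median change of all genes was 0.06 log2, against -0.12 under quantile normalization and 0.20 with normexp.

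The study used a 2-fold threshold that all replicates of a time point had to pass. Here each labelled time point has a single array per group, so the number of genes past 2-fold between those arrays was counted, without a requirement of replicates. Between 2017 (Day 6) and 13097 (Week 12) genes changed 2-fold or more, with a median of 7027. The 45 pairs of LFC arrays from different time points, which share a diet, gave 3488 to 13014 genes with a median of 10480. The LFC pairs separated by brightness class. At the 6 time points with both arrays in one class the HFC to LFC counts ran from 2017 to 9375 (median 4017), and at the other 4 from 9880 to 13097. LFC pairs of one class gave 3488 to 6852 (21 pairs) and LFC pairs of different classes 10417 to 13014 (24 pairs). The 29 pairs of HFC arrays of one class reached further, from 4416 to 11590, and the 16 of different classes ran from 9255 to 12997. All HFC pairs of one class above 7348 hold the HFC array of Week 12 or Week 18. The count of Week 18, at 9375, lay above the LFC pairs of one class and within the range of the HFC pairs only through pairs that hold these arrays.

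**Figure D2:**
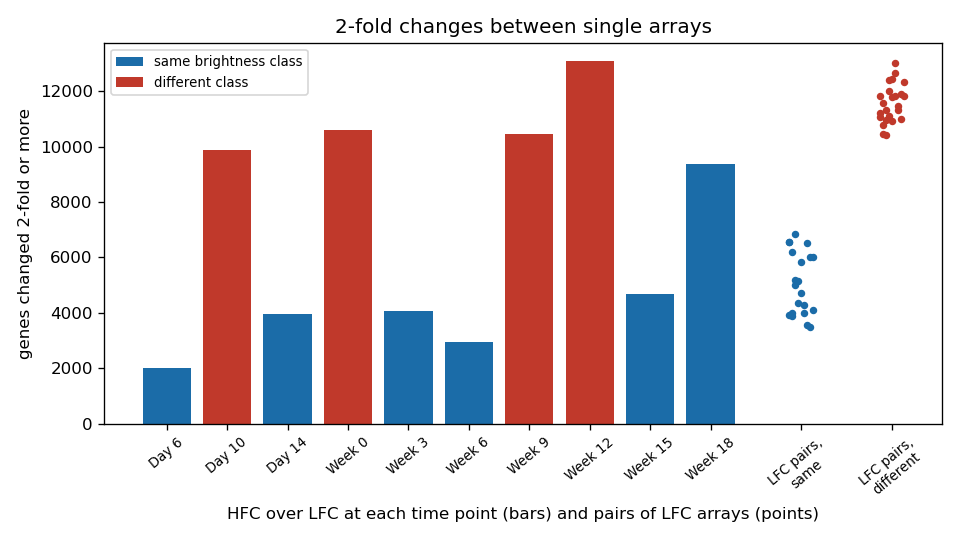
Number of genes changed 2-fold or more between the HFC and LFC array at each time point (bars) and between pairs of LFC arrays (points), blue where both arrays are in the same brightness class and red where they are not. The red bars run from 9880 to 13097 and the red points from 10417 to 13014.

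The study also asked whether paths of processes found in liver were perturbed in other tissues. It scored the enrichment of whole processes, found the highest mean score in liver, and read the paths as specific to that dataset. The measure here is another one, the change of the single genes listed for being past 2-fold in liver. It is not a test of the study's result. For the genes that its text names at each day of the liver paths, the median absolute change in brown fat was placed among 10000 random lists of the same size and signal. The percentile was 16.7 at Day 6, 54.1 at Day 10, 65.8 at Day 14, 75.2 at Week 0, 89.7 at Week 3, 98.3 at Week 6, 99.03 at Week 9, 30.7 at Week 12, 96.6 at Week 15 and 24.9 at Week 18. The median was 70.5. At Week 9 the list held 2 genes. These are single pairs of arrays, and no test across replicates was made.

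Next, 13 lists of marker and pathway genes were tested in 5 comparisons, 65 tests in all. With camera 17 tests passed after adjustment, but 0 passed with fry, so no camera call held under fry, and 0 passed after adjustment with an exact test of the list mean over time points (sign flips, or permutations of day order for the product of diet and day). That exact test was added after camera had been run. At an unadjusted p under 0.05, 3 of the 65 exact tests passed, and the smallest adjusted p was 0.127. The smallest p that sign flips can give is 0.00195 with 10 time points and 0.0312 with 6. Over 65 tests a single list at 0.00195 has an adjusted p of 0.127, so no list could pass alone by sign flips, and the absence of such calls is not evidence against a list. The 13 permutation tests of the product of diet and day have no such limit, and 0 of them passed. In 14 of the 65 tests the median, the mean and the camera direction of a list differed in sign.

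For HFC against LFC, the cholesterol synthesis list was lower at 10 of 10 time points, with a mean difference of -0.85 ± 0.79 log2 (SD, n = 10). Its exact two-sided p was 0.00195, the smallest possible, and 0.127 after adjustment. By camera the adjusted p was 3.07e-12 and by fry 0.184. Adjusted over the list alone 12 of 20 members passed, against 0 over all genes. The lipogenesis list was lower at 8 of 10 time points by -1.31 ± 1.14 (exact p 0.00781, adjusted 0.254; camera adjusted p 9.25e-14, fry 0.083), and 8 of 18 members passed adjusted over the list alone. The lymphocyte list was higher at 7 of 10 time points by 0.81 ± 0.95 (exact p 0.0332, adjusted 0.508; camera adjusted p 4.49e-07), and 5 of 17 members passed adjusted over the list alone. The erythroid list was higher at 8 of 10 by 0.98 ± 1.85 (camera adjusted p 0.0090, exact p 0.117), and by 0.58 without Week 9. Mean changes over members were smaller with the brightness class in the model. They were -0.68 for cholesterol synthesis, -0.99 for lipogenesis, 0.59 for lymphocytes and 0.45 for the erythroid list. The other 9 lists did not pass with camera. Their median changes were -0.06 for brown thermogenic genes, 0.30 for fatty acid oxidation, 0.05 for macrophages, 0.16 for white adipocytes, 0.12 for skeletal muscle, -0.11 for the circadian clock, 0.06 for mitochondrial respiration, 0.18 for the cell cycle and -0.17 for collagen and matrix. With the brightness class in the model, camera also passed brown thermogenic, fatty acid oxidation, macrophage and mitochondrial lists as higher in HFC, and fry passed the lipogenesis list (adjusted p 0.0465).

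**Figure D3:**
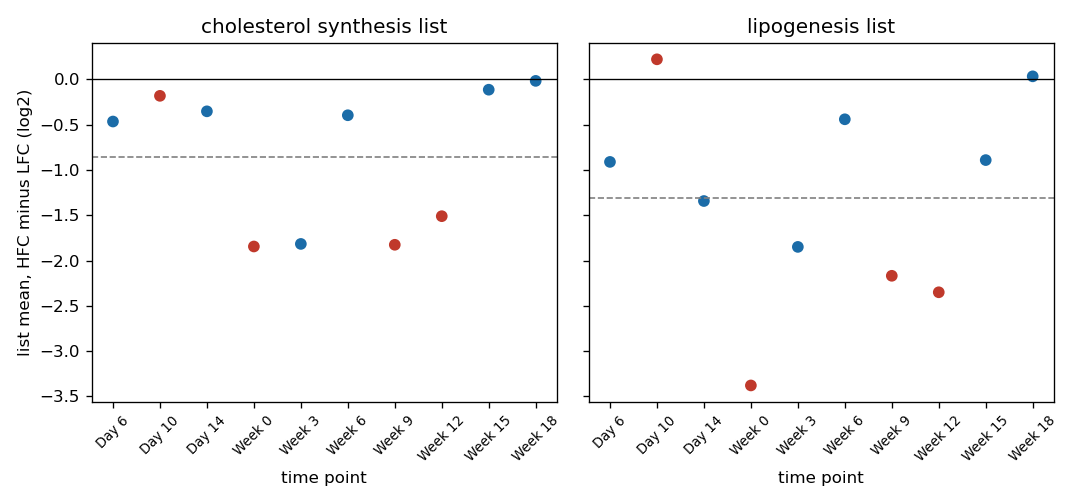
Mean log2 difference HFC minus LFC of the cholesterol synthesis list (left) and the lipogenesis list (right) at each time point, blue where both arrays are in the same brightness class and red where they are not, with the mean over time points dashed. The cholesterol list is below 0 at 10 of 10 time points and the lipogenesis list at 8 of 10.

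The members with the smallest p values in these lists did not pass over all genes. Scd1 on chromosome 19 changed by -2.09 (SE 0.34, adjusted p 0.278) and was saturated on 4 of 20 arrays. Me1 on chromosome 9 changed by -2.14 (SE 0.45, saturated on 4 of 20) and Elovl6 on chromosome 3 by -2.91 (SE 0.60, saturated on 2 of 20). Cyp51 on chromosome 5 changed by -1.45 (SE 0.37), Sqle on chromosome 15 by -1.53 (SE 0.39) and Pmvk on chromosome 3 by -1.51 (SE 0.40). The lymphocyte genes Cd3g, Cd2 and Cd3d changed by 1.23, 1.18 and 1.01, and the erythroid gene Slc4a1 by 0.92. All members named here other than Scd1 had an adjusted p of 0.652. Their changes and that of Scd1 were smaller with the brightness class in the model. Elovl6 then changed by -1.66, Scd1 by -1.90 and Slc4a1 by 0.46.

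The Kal-1 comparisons asked whether each dose changed expression on the high fat diet. Against HFC, limma called 0 genes in HF5 (1193 at an unadjusted p under 0.05), 0 in HF20 (7086), 0 in HF75 (2003) and 0 for all doses together (1881), where chance gives 1081. A trend over the dose order gave 0 genes and 854 unadjusted. HF20 against HFC had the widest shift, and its unadjusted count fell to 661 with the brightness class in the model, where the median size of the change over those 7086 genes went from 1.33 to 0.45 log2. At 3 of 6 time points the HF20 array was bright and the HFC array dim, and within the other 3 time points the unadjusted count was 224. Leaving out Week 3, where both arrays were bright, gave 3344 called genes for HF20, and leaving out Week 9 or 18 gave 1. For HF75, leaving out Week 12 gave 1. The median change of all genes in HF20 was -0.18, against 0.05 under quantile normalization and -0.39 with normexp.

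The genes with the smallest p values for each dose did not pass. In HF5 they were Aebp1 on chromosome 11 (-2.06, SE 0.50), Aprt on chromosome 8 (0.98, SE 0.25) and Aifm3 on chromosome 16 (-1.23, SE 0.33), each in the same direction at 6 of 6 time points with an adjusted p of 0.814. With the floor at background Aebp1 changed by -0.91 and Aifm3 by -0.87. In HF20 they were Olfr945 (-3.16, SE 0.55), Olfr52 (-2.85, SE 0.55) and A930013B10Rik (-3.05, SE 0.61), with an adjusted p of 0.121. Olfr945 and Olfr52 were well above background on 1 of 6 HF20 arrays each, and with the floor their changes were -2.57 and -1.71. Without Week 3 these 3 genes passed. In HF75 Pou5f2 on chromosome 13 rose by 1.14 (SE 0.19, adjusted p 0.0994), higher at 6 of 6 time points, from -0.93 ± 0.28 in HFC to 0.21 ± 0.20 (SD, n = 6 each). It passed with the brightness class in the model (adjusted p 0.0418) and its adjusted p over the alternatives ran from 0.0131 to 0.9999. LOC100047468 (-2.14, SE 0.40), well above background on 1 of 6 HF75 arrays and -0.65 with the floor, and Ppm2c (1.23, SE 0.27) followed. For all doses together they were Olfr945 (-2.34), Aifm3 (-1.21) and Hrasls5 (-2.54), with an adjusted p of 0.565, and for the dose trend Fzd8 (-0.49 per dose step), Pkia (0.49) and Lonrf1 (0.32), with an adjusted p of 0.966.

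Among the lists, camera placed the lymphocyte list lower in HF5 (adjusted p 0.0087, lower at 5 of 6 time points, exact p 0.312), with a mean difference of -0.52, or -0.22 without Week 15 and -0.89 without Week 3. In HF5 camera also passed the erythroid list as lower with the brightness class in the model (median -0.78). Its camera adjusted p was 0.0092 with the class, with a fry adjusted p of 0.349, and 0.637 by camera without the class. In HF20 camera placed mitochondrial respiration (0.89), fatty acid oxidation (0.99), cholesterol synthesis (0.74), lipogenesis (1.11), brown thermogenic genes (1.18) and skeletal muscle (1.46) higher and the erythroid list (-1.71) lower, as mean differences over members. Skeletal muscle was higher at 2 and lower at 4 of 6 time points, with a mean difference of 0.18 without Week 3. Brown thermogenic genes were higher at 4 of 6, the erythroid list was lower at 5 of 6, and the other 4 lists were higher at 5 of 6. Without Week 15 the lipogenesis difference was 0.74, and without Week 6 the erythroid difference was -1.10. In HF75 it placed mitochondrial respiration (-0.78), fatty acid oxidation (-0.89), brown thermogenic genes (-1.27) and lipogenesis (-0.85) lower, each at 5 of 6 time points. Without Week 3 these differences were -0.33, -0.42, -0.35 and -0.52. The exact p values of these 11 list results in HF20 and HF75 ran from 0.0625 to 0.50. With the brightness class in the model, the brown, cholesterol, fatty acid oxidation and erythroid lists no longer passed in HF20. The members with the smallest p values in HF20 included Ebf2 (1.499, SE 0.61) and Adrb3 (2.19, SE 0.93, saturated on 2 of 30 arrays), whose changes were -0.01 and -0.04 at the 3 time points of one brightness class. They also included Cyp51 (1.44, SE 0.45), which was -0.36 with normexp, and Lss (2.17), Srebf1 (1.73, saturated on 3 of 30), Acads (2.11) and Eno3 (1.60). In HF75 they included Ucp1 (-2.26, SE 0.98, saturated on 7 of 30 arrays), Ppara (-2.68, SE 1.03), Thrsp (-1.497, SE 0.46), Fasn (-1.21, SE 0.37), Acads (-1.97, SE 0.72) and Cyc1 (-1.33, SE 0.58). Elovl5 of the lipogenesis list went against the list (0.95, SE 0.33), higher at 5 of 6 time points. Thrsp, Fasn and Cyc1 were saturated on 8 of 30 arrays each. Without the HF75 array of Week 3 Ucp1 changed by -0.78. Over the alternatives the smallest changes were -1.37 for Ppara, -1.17 for Acads and -0.71 for Cyc1. They were -0.90 for Thrsp, -0.85 for Fasn and 0.40 for Elovl5. None of these members passed over all genes.

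The test for differences among the doses called 2974 genes with limma. Of these 1046 were higher and 1928 lower in HF75 than in HF5, and 1221 kept that direction at all but at most 1 time point. The count was 0 with the brightness class in the model and 0 without the HF75 array of Week 3. It was also 0 without Week 3, 6, 12 or 15, and 5364 without Week 9 and 5420 without Week 18. With the class in the model, the median size over the called genes went from 1.45 to 0.34 log2 for HF20 against HF5 and from 0.39 to 0.62 for HF75 against HF5, and 9 of the 10 genes named below had a larger change of HF75 over HF5. Gpm6a (2.20), Sft2d1 (1.92), Ccl3 (1.75), Slc7a5 (1.66) and Chga (1.66) had the highest changes of HF75 over HF5. Csl (-2.03), Gm9885 (-2.01), Rgs7 (-1.94), Gm3170 (-1.88) and Gm5223 (-1.83) had the lowest. The adjusted p of these 10 genes, from 0.0338 to 0.0477, is that of the F test over all doses, HF20 included. HF75 against HF5 was not tested alone. Gpm6a, Sft2d1, Slc7a5 and Chga were well above background on 3, 3, 3 and 1 of 6 HF75 arrays and on 1, 0, 2 and 0 of 6 HF5 arrays. Gm9885 and Gm3170 were on 0 of 6 HF75 arrays and on 4 and 2 of 6 HF5 arrays. With the floor the changes were 1.12 for Gpm6a, 0.37 for Sft2d1, 0.91 for Slc7a5, 0.59 for Chga, -1.10 for Gm9885 and -0.86 for Gm3170. Without Week 15 the change of Csl was -1.24 and it did not pass.

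A return towards LFC was planned on the genes called from week 3 to week 18. Only 2 genes were called, and they were well above background on 0 (Golga7b) and 1 (Gm9112) of 6 HFC arrays, 0 and 0 of 6 HF5 arrays, 4 and 3 of 6 HF20 arrays and 1 and 0 of 6 HF75 arrays, so the direction of 2 genes near background was not read as a return. Across all genes, which are not independent replicates, the correlation of the dose change with the diet change was -0.34 for HF5, -0.83 for HF20 and -0.27 for HF75, against -0.29, -0.30 and -0.28 in simulated dose groups that share the HFC arrays. For HF20 3 of 100 simulations were as low. In weeks 3 to 18 both LFC and HF20 held more bright arrays than HFC, which can itself give a negative correlation. The simulations shuffled deviations over arrays and did not keep this imbalance. The correlation was not computed with the brightness class in the model, so the HF20 value was not read as a return either.

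The last comparisons asked how expression changed with time. The product of diet and day gave 0 genes with limma, with 3283 at an unadjusted p under 0.05, and 663 genes with the brightness class in the model. Leaving out Week 0 gave 370. The smallest p values were those of LOC100048731 (0.30 log2 per 10 days), Odz2 on chromosome 11 (0.41) and Iqcc on chromosome 4 (0.27), all with an adjusted p of 0.0854, which did not pass. The collagen and matrix list rose with day in HFC relative to LFC by camera (adjusted p 0.0313), with an exact permutation p of 0.0946, and 2 of 16 members passed adjusted over the list alone. With the brightness class in the model 8 of 16 members passed adjusted over the list alone, and camera also passed the brown thermogenic (adjusted p 0.0070) and lipogenesis (0.0149) lists as rising, from 0.742 and 0.745 without it. Its members with the smallest p values were Col6a2, Bgn and Col1a2. None passed over all genes, and Col6a2 passed with the class in the model (0.22 log2 per 10 days).

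A trend over days shared by both diets, in a model that treats the LFC and HFC arrays of a time point as independent, called 304 genes, 197 rising and 107 falling (64.8% rising). With the time point as a random block 2 genes passed and 3541 had an unadjusted p under 0.05, so the count rests on treating these arrays as independent. Of the 304 genes 303 kept the sign of their slope when each time point but at most 1 was left out in turn. With normexp 730 genes passed and 11.2% were rising, and under quantile normalization 918 passed and 47.4% were rising. All 304 genes were also called with the brightness class in the model, where 1701 passed, but 2 genes passed with log2 brightness in the model. Without Week 18 the count was 7, without Week 0 it was 14, without Week 15 it was 50, and without Day 6 it was 610. The largest rises were in LOC100047788 (0.47 log2 per 10 days), LOC100045186 (0.46), LOC100046942 (0.44), Rhox4a (0.43) and Hal (0.42). The largest falls were in Prnd (-0.30), Hpcal4 (-0.26), Cenpf (-0.24), 6720460F02Rik (-0.23) and Mpa2l (-0.21), and the adjusted p of these 10 genes ran from 0.0033 to 0.0493. With the random block only Hpcal4 of these 10 passed. With normexp Hpcal4, Cenpf and 6720460F02Rik changed sign. Each time point was hybridised on its own slides, so the trend over days and slide differences were not separated by the design.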

Values the study reported

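The study worked on liver arrays of the same experiment, whose table it gave as 40628 probes for 29411 gene symbols. Genes were kept at a time point when they changed at least 2 fold in the treated samples, and the final liver matrix held 19303 genes. The study arranged 816 biological processes in a network.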

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

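The tests on the HF75 array of Week 3, the alternatives without it or with the brightness class, and the groupings compared by the smallest list p were chosen only after the results were seen. An array was singled out when the gap to its nearest neighbour took a large part of the range of its group by Dixon's test, which chance reaches in about 1 in 20 groups. Of 15 groups of arrays 1 was past that limit, of 65 groups of list means 7, and of 102 groups of named gene values 7.

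The HF75 array of Week 3 stood apart from the other HF75 arrays in several measures. Its 593 saturated spots compare with at most 66 on the others (gap over range 0.902). Its brown thermogenic list mean was -3.15, against 0.19 for the nearest (0.821), and its fatty acid oxidation mean was 0.91, against 2.09 (0.662). Its macrophage mean was 1.39, against -0.19 (0.770), and its cell cycle mean was -1.42, against -2.33 (0.746). The saturated spots are within the 285 to 985 of the bright arrays. Brightness does not account for the brown markers, because the lowest brown list mean of the other bright arrays was 2.19. An exchange with another array of Week 3 would need a partner out of place, and 0 of the other Week 3 arrays stood apart in their group. Tissue other than brown fat in the sample may be the cause. Its white adipocyte list mean of 0.47 lay above every other array (highest -0.53), as did its collagen mean of 3.34, while its brown, mitochondrial (3.04), lipogenesis (0.05) and fatty acid oxidation means lay below every other array. The first wording of that prediction had the white adipocyte list in its usual range, which it was not, and it was reworded to a list that is not low. The evidence is therefore weak, and 1 array cannot show whether the animal, the dissection or a wrong label is the source. An effect of the dose at that time point stays open and untested. Without this array the differences among doses gave 0 genes.

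The skeletal muscle list mean of the HF75 array of Week 12 was 4.45, against -0.93 for the nearest of its group (0.755). Muscle in the dissected fat was not tested for this array alone, and no biological explanation was tested. The circadian clock list mean was -1.44 on the HFC array of Day 10, against -0.83 for the nearest (0.526), and -0.41 on the HF75 array of Week 6, against -0.73 (0.777). The hour of dissection is not in the labels, so no explanation was tested. The HFC array of Day 10 is the only bright HFC array besides that of Week 3.

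Among the named genes, single arrays stood apart for Aifm3 in HF5 at Week 12 (0.798), Pou5f2 in HFC at Week 0 (0.582), Fzd8 in HF20 at Week 6 (0.635), Lonrf1 in HFC at Week 9 (0.639), Csl in HF75 at Week 15 (0.748), and LOC100048731 (0.507) and Iqcc (0.540) in HFC at Week 18. The Week 0 array of Pou5f2 is not among those that gave its change in HF75. Without Week 12 the change of Aifm3 in HF5 was -1.34. Without Week 15 that of Csl between HF75 and HF5 was -1.24, and Csl no longer passed the F test among doses. Without Week 18 the slopes of LOC100048731 and Iqcc were 0.0304 and 0.0220 log2 per day. No biological explanation was tested for these arrays, and 7 of 102 groups is near the number chance gives.

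The collagen and matrix list differed in its change over days between HFC and LFC (camera adjusted p 0.0313). The exact permutation of day order gave a p of 0.0946. With the brightness class in the model the camera adjusted p was 0.0018 and 8 of 16 members passed adjusted over the list alone, which argues against the brightness class as the cause. The same model also passed the brown thermogenic (0.0070) and lipogenesis (0.0149) lists, which were at 0.742 and 0.745 without it, so the gain with the class is not specific to collagen. Over its alternatives the adjusted p ran from 0.0018 to 0.508. Because 0 lists passed when adjusted over the 13 lists of this comparison, a count of lists could not be compared between groupings, and the smallest camera p over the lists was compared instead. When the HFC and LFC labels were exchanged within time points, 97 of 100 groupings gave a camera p as small as the real 0.00768. Such an exchange also turns a steady difference between the diets into a change over days, so this share cannot decide. By the exact permutation of day order, with a p of 0.0946, chance is not excluded. A change of the tissue with time on the high fat diet stays open.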

How the results depend on the processing

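The covariates for brightness, the scan day block, the random block of time points, time points of one class, the 2 further readings of the deposited table, the exact list test and the array left out at Week 3 were chosen only after the results were seen. Where a value moved, the cause was not tested unless it is given.

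For HFC against LFC the count of 0 became 3 with array weights, 7 in a fit on all 38 arrays and 3 with quantile normalization plus the brightness class, and it stayed 0 in the 16 other settings run besides leaving out time points. Here and for the product of diet and day the scan day block is the same as leaving out Week 9, the one time point whose LFC and HFC arrays have different scan days, and is not counted. For weeks 3 to 18 the count of 2 became 4 under quantile normalization alone or with the class. It became 1 with no filter, every probe, the slide block, the muscle covariate or the deposited table without Week 15. It became 0 with normexp, the deposited table, a filter for every array, no block, the class, log2 brightness or the scan day block. Fewer genes enter with a filter for every array, and fewer arrays without Week 15.

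For HF5 array weights gave 2 genes. For HF20 the scan day block gave 1. For HF75 quantile normalization alone or with the class, the filter for every array, array weights and the class each gave 1. All doses together and the dose trend gave 0 in every setting run.

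The 2974 genes among doses became 6400 with the slide block, 7035 with array weights and 1312 with no block. They became 0 with normexp, no filter, the muscle covariate, the deposited table with or without Week 15, the class (alone or with quantile normalization), log2 brightness and without the HF75 array of Week 3. The product of diet and day became 866 with array weights, 663 with the class, 1 with log2 brightness and 148 with quantile normalization plus the class. The 304 genes of the trend over days became 918 under quantile normalization, 730 with normexp, 68 with no filter, 90 with a filter for every array, 1179 with array weights, 158 with the muscle covariate, 35 with the order of time points, 1701 with the class, 2 with log2 brightness, 2 with the time point as a random block and 1930 with quantile normalization plus the class. No value of the deposited table exists for this trend, because its LFC columns are 0, and none without the block. The random block allows for arrays of a time point that vary together.

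Leaving out each time point gave 0 to 2 genes for HFC against LFC, 0 to 2 for weeks 3 to 18, 0 to 0 for HF5, for all doses and for the dose trend, 0 to 3344 for HF20, 0 to 1 for HF75, 0 to 5420 among doses, 0 to 370 for the product of diet and day and 7 to 610 for the trend over days.

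The median 2-fold count of 7027 became 10828 at 1.5-fold, as a lower threshold must, and 4017 at time points of one class. The 17 list calls by camera became 0 with fry and 0 with the exact test, where the smallest p by sign flips leaves a single list at an adjusted 0.127, and stayed within 1.5 times in the other settings. The liver path percentile was 60.1 under quantile normalization.

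The signs that reversed were Cyp51 in HF20 with normexp (-0.36), Ebf2 (-0.0065) and Adrb3 (-0.0404) in HF20 at time points of one class, and Hpcal4 (0.0047), Cenpf (0.0033) and 6720460F02Rik (0.0049) in the trend over days with normexp. Over the other settings of named genes, 2030 values kept direction and side of the threshold, 244 fell short of it, 47 newly passed and 6 reversed. For single lists 78 kept their side and 41 fell short, and at single time points 51 values stayed and 15 moved.

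HFC and LFC arrays of one time point deviated alike across genes in 7 of 10 pairs (correlation over 0.1), at 0.40 to 0.67 in the 6 pairs of one class and -0.24 to 0.13 in the other 4. Dim arrays limit genes near background: Golga7b, at -3.46, was -0.53 with normexp, and its adjusted p over 21 settings ran from 0.00108 to 0.598.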

Other observations

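Tests of the array brightness (gain, scan day, sample names and probe GC content), of its part in the HF20, dose (counts and sizes) and day results and in Golga7b, of the lists with the brightness class, of the differences of list means by time point between bright and dim arrays, of the Week 15 columns, of the pair of probes and of arrays that vary together within a time point were chosen only after the results were seen. Saturation, other cells and groupings for bright against dim arrays were set out before their own results, but on classes whose boundary was chosen after the arrays were seen. The tests of scan day for the trend over days and of muscle for the lists, and the groupings of the comparisons, were not chosen after the results.

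The 11 bright arrays exceeded the 27 dim ones in the 75th percentile at the same time points by 2.43 ± 1.09 log2 (SD, 7 time points that hold both). A first test on the spike-in controls alone, which differed by 0.63 ± 0.83, was inconclusive and was replaced by the gap between gene probes and spike-ins. That gap was 1.80 ± 0.61, over 0 at 7 of 7 time points (exact sign-flip p 0.0156), which argues against scanner or labelling gain as the whole difference. Gain as a part stays open, since the spike-ins differed by 2.34 at Week 9. Scan day is argued against by 6 scan days that hold both classes. A separate preparation of the bright samples is a candidate explanation, because a tail in the sample name was found in 10 of 11 bright and 0 of 27 dim arrays (Fisher's exact p 2.33e-08). The tail was defined by looking at the names of the bright arrays and widened after a first version, so this p is descriptive. No biological explanation of the classes was tested.

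With the time point and the group in the model, 12788 genes differed between bright and dim arrays, 5129 higher and 7659 lower in bright ones. Of these 94.5% were saturated on no array, so saturation is argued against. Change followed probe GC content with a rho of -0.0665. Of the lists for other cells, camera passed at most 1 in one direction. The erythroid list went down (median -2.96, past the threshold by fry also) and macrophages up (0.79, fry adjusted p 0.108), while lymphocytes went down (-0.83, fry 0.0694) and muscle had a median of -0.01, neither past the threshold. White adipocytes went up (0.90, fry 0.0011, camera 0.0989). By time point the macrophage list rose over the erythroid list by 3.14 ± 1.81 in bright arrays (SD, 7 of 7 time points, exact sign-flip p 0.0156), which argues against an admixture that raises all other cells alike. That pair was chosen as the lists furthest apart, and the macrophage list alone changed by 0.40 (exact p 0.312). Blood in the dim samples, with erythroid and lymphocyte genes both higher there, stays open. The brown list was higher by 2.67 and the lipogenesis list by 2.23. In 1 of 100 groupings, the real one alone, as many genes were found. That share is under 0.05 taken alone, for classes chosen after the arrays were seen.

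Brightness may account for much of the HF20 results. In HF20 the unadjusted count was 661 with the class in the model, under the 1081 of chance. Among doses 0 genes were called with it, and the median size of the HF20 over HF5 change fell from 1.45 to 0.34. The HF75 over HF5 change of the same genes did not shrink (0.39 without and 0.62 with the class), which argues against brightness for that part, although no gene was called then. Effects of the doses stay open. For the trend over days, all 304 genes were called with the class in the model, which argues against the class, but 2 were called with log2 brightness. Log2 brightness correlated with days at -0.18 in LFC and -0.67 in HFC, so graded brightness may account for the trend. Arrays of a time point that vary together may also account for it, since 2 genes were called with the time point as a random block, and an effect of age or time on diet stays open. Scan day and time point cannot be told apart here, because 0 scan days of these arrays hold over 1 time point.

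In groupings of the arrays within time points, as many genes at an unadjusted p under 0.05 were found in 14 of 100 for HFC against LFC, 3 of 32 for HF5, 4 of 32 for HF20, 5 of 32 for HF75, 16 of 100 for all doses and 38 of 100 for the dose trend, so chance is not excluded for these. As many called genes were found in 1 of 32 for HFC against LFC in weeks 3 to 18 and 3 of 100 among doses, and 1 of 100 orders gave as many for the trend over days. For the product of diet and day 3 of 100 gave as many unadjusted. There the exchange also turns a steady diet difference into a change over days, so that share does not test the product alone. Each of these 4 shares is under 0.05 taken alone, and 1 of 32 is the smallest this design can give. With 10 comparisons examined, such shares do not exclude chance for any of them. As many lists passed with camera in 75 of 100 groupings for HFC against LFC, 30 of 32 for HF5, 15 of 32 for HF20 and 25 of 32 for HF75, so the number of camera calls is not beyond chance.

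The lower lipogenesis list in HFC passed by camera with the brightness class (2.8e-16) and with the muscle covariate (7.87e-14), and the cholesterol list did so too (1.74e-12 and 2.3e-12), as did the higher lymphocyte list (6.16e-07 and 1.06e-06). These values argue against brightness class and muscle as the whole cause, but as many lists passed in most groupings. By fry 0 lists passed without the class in the model, and with it the lipogenesis list passed (adjusted p 0.0465). An effect of the diet on these lists may therefore be read only as a hypothesis.

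Golga7b changed by -3.18 in weeks 3 to 18 with the brightness class in the model, where it no longer passed (adjusted p 0.0713), so brightness class is argued against as the cause of most of its size. The normexp value of -0.53 cannot settle the part of the background correction, because its offset of 50 draws signals near background together. On the HFC arrays of weeks 9 and 18 even the 75th percentile was 48.3 and 49.8. The size of the change therefore stays open. Gm9112 correlated across arrays with 1700011M02Rik at 0.980, and their probes differ at 2 bases, so both may read the same transcripts. The Week 15 columns of the deposited table correlated with their arrays at 0.982 or more in array order, in line with values written in array order without their probe names.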
